A study of Mus musculus with 9 samples. Its data were reported in "Single cell multi-omic analysis identifies a Tbx1-dependent multilineage primed population in murine cardiopharyngeal mesoderm" (2021).

How the data were processed

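ATAC-seq peak lists of 9 mouse libraries were analysed. Each library was made from GFP-positive cells sorted from pooled Swiss Webster embryos at E9.5, in which Cre recombinase, expressed from the Mesp1 or the Tbx1 locus, had switched on a GFP reporter at Rosa26. Groups were taken from the sample labels: Mesp1-Cre Ctrl, Tbx1-Cre Ctrl and Tbx1-Cre cKO, with 3 libraries each. For ATAC-seq the main text of the study states fewer biological replicates than its sample summary and figure legends, which give 3 per group. All 3 were used here. The Tbx1-Cre cKO embryos carried the Cre allele of Tbx1 over a floxed allele of the same gene. The study states that the Cre insertion inactivates the copy of Tbx1 that carries it. Tbx1-Cre Ctrl embryos were thus heterozygous for Tbx1, while Mesp1-Cre Ctrl embryos were wild type at this gene.

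The deposited lists hold, for each peak, a chromosome, a start and an end, and no score, height or p-value. The values used here are therefore interval positions in bp, as deposited by the authors. According to the methods of the study, the authors trimmed adapters with cutadapt, aligned the reads to mm9 with Bowtie2, kept uniquely mapped concordant pairs, removed PCR duplicates and reads of the mitochondrial genome, and called peaks in each library separately with MACS2, so that replicates were not pooled. The end of the last peak on chromosome 1 lay between 197068220 and 197068332 in the 9 lists, within the 197195432 bp of that chromosome in the NCBIM37 (mm9) reference, and that reference and its gene annotation were used for genes, transcription start sites (TSS) and sequence. In each list 5 peaks ran past a chromosome end, by at most 247 bp, and were kept. The number of reads per library was not used here, so sequencing depth is unknown, and only the number of peaks and the covered length stand in for it. A called peak also depends on depth and on the share of reads in open chromatin, so that a missing peak is not a measurement of closed chromatin.

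Following the study's definition, a consensus region of a group was the successive intersection of the peaks of its 3 libraries with bedtools 2.31.1 and a minimum overlap of 1 bp. Common regions were Tbx1-Cre Ctrl consensus regions that overlapped a cKO consensus region. The study compared accessibility with a count model on reads, which peak lists do not allow. In its place, Ctrl-only regions were Tbx1-Cre Ctrl consensus regions that overlapped no peak of any cKO library, and cKO-only regions were defined in the opposite direction. Both counts were compared with those of the other divisions of the 6 Tbx1-Cre libraries into 3 and 3. Because longer lists give more such regions by chance, the peaks of the 6 libraries were also merged and written as a matrix of regions by libraries, and the number of regions with a peak in all libraries of one group and in none of the other was set against 1000 matrices with the same total for every region and every library (permutation test, two-sided, smallest possible p 0.001). In that test the regions are the units, so it compares these libraries and not embryos in general.

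Peaks per library, median peak width, and median peak width over the merged regions called in all 6 Tbx1-Cre libraries were compared with exact two-sided permutation tests of the difference in means, for which 3 libraries against 3 give 20 relabellings and a smallest p of 0.1. Similarity of lists was the Jaccard index, the base pairs covered by both lists divided by those covered by either. The mean within groups minus the mean between groups was compared over all 280 divisions of the 9 libraries, and over the 10 divisions of the 6 Tbx1-Cre libraries (exact, one-sided). The share of regions with a Mesp1-Cre peak was compared between common and Ctrl-only regions with a sign-flip over the 3 Mesp1-Cre libraries (exact, two-sided, smallest p 0.25) and over chromosomes 1 to 19 and X (100000 draws, two-sided, smallest p 1e-05). The chromosomes come from the same libraries and are not biological replicates. The test over chromosomes therefore says only whether a difference is spread over the genome. Promoter regions were those within 1 kb of a TSS, and the distance of a named region to a TSS was measured from its midpoint. The named regions were the 5 Ctrl-only regions inside the Mesp1-Cre consensus and the 5 cKO-only regions with the largest mean peak width in the libraries that called them. In addition, peaks were counted within the gene body and 10 kb on either side at 10 genes named by the study. Most tests and alternatives, the rule for named regions and the list of genes were fixed before the data were examined.

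Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. The procedures were tested on simulated data. The 4 sets of regions of known size were recovered exactly. In 20 simulated matrices of 65409 regions with no group effect, the fixed-total test for Ctrl against cKO gave 0 calls at p under 0.05. With 200 planted Ctrl-only regions it gave a call in 5 of 5 matrices and recovered a mean excess of 135.7 regions, or of 179.4 regions when planting left the totals unchanged. The excess recovered was thus below the number planted. The matrices with no group effect were made by the same random exchange of calls as the test's own matrices. They therefore do not show how often the test makes false calls on real libraries. The sign-flip over chromosomes made 31 calls in 500 simulations with no effect and 493 calls in 500 with a shift of 1 SD. These simulations drew independent values, whereas the chromosomes here share their libraries.

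The alternatives were an overlap of at least 50% of both intervals, merged regions in place of successive intersections, a peak in at least 2 of 3 libraries, a looser definition of group-only regions (outside the consensus of the other group), an equal number of widest peaks per library, the widest 75% of the peaks of each list, autosomes only, a replicate block, matching on peak width, another similarity measure, and leaving out each library in turn. Regions on the blacklist used by the study were not removed, since that list was not used here. The single-cell and ChIP-seq data of the study were not analysed here.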

Results

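To examine open chromatin in the pharyngeal apparatus with and without Tbx1, a T-box transcription factor gene, the study sorted GFP-positive cells from mouse embryos at E9.5 and profiled them by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA. The deposited data were lists of peaks, the intervals where insertions pile up, for 9 libraries. In 3 Tbx1-Cre Ctrl libraries the sorted cells descended from cells that had expressed Tbx1, which lie in mesoderm, endoderm and ectoderm. These Ctrl embryos were heterozygous for Tbx1 and not wild type, since the Cre insertion inactivates its own copy. The 3 Tbx1-Cre cKO libraries came from embryos in which the floxed copy of Tbx1 was inactivated as well. The study's sample summary lists fewer embryos in each cKO pool than in each Tbx1-Cre Ctrl pool, at the same number of sorted cells. The 3 Mesp1-Cre Ctrl libraries were made from cells of the Mesp1 lineage, which marks mesoderm, and served to ask which regions are open there. Positions are given in mm9. Read depth is unknown, so the number of peaks and the covered length describe each library. The Tbx1-Cre Ctrl libraries held 49490, 43298 and 47013 peaks covering 26.6, 23.6 and 26.3 Mb. The cKO libraries held 29251, 24042 and 19772 peaks covering 14.5, 12.4 and 9.73 Mb. The Mesp1-Cre libraries held 42650, 25485 and 30535 peaks covering 22.1, 12.9 and 16.2 Mb.

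The targeted gene was examined first. Tbx1 (ENSMUSG00000009097.8) lies on the minus strand of chromosome 16 from 18581806 to 18588113. Within 10 kb of the gene, the Tbx1-Cre Ctrl libraries held 3, 2 and 2 peaks and the cKO libraries held 0, 0 and 0, a difference in means of -2.33 peaks (exact two-sided permutation p = 0.1, the smallest that 3 libraries against 3 can give). Each Mesp1-Cre library held 1 peak. The only part of the locus covered in all 3 Ctrl libraries was chromosome 16 from 18588759 to 18588957, upstream of the gene and 745 bp from the nearest Tbx1 TSS. No cKO peak lay within 12873 bp of it, and no Mesp1-Cre library held a peak there. With an equal number of widest peaks per library the difference in means fell to -0.667 peaks (exact two-sided permutation p = 0.4). The cKO libraries held 0 peaks here, so a width cut could only remove Ctrl peaks and shrink the difference. Keeping the widest 75% of the peaks of each list gave -1.67 peaks (exact two-sided permutation p = 0.1). Leaving out each Tbx1-Cre library in turn gave -2.5 to -2 peaks.

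**Figure D1:**
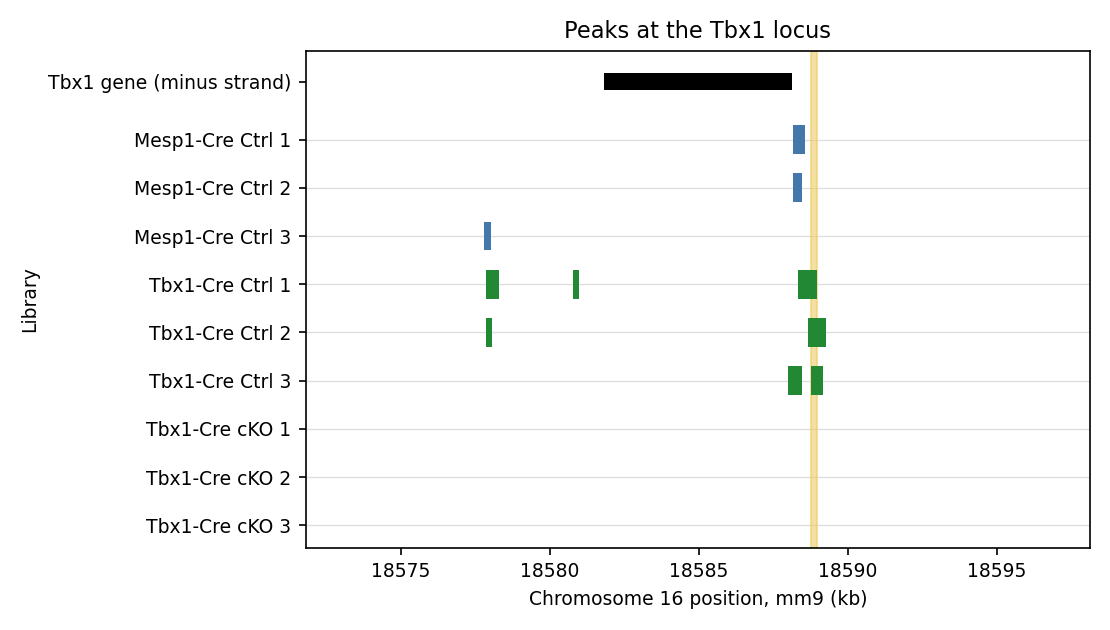
Peaks (coloured bars) of each of the 9 libraries along chromosome 16 in mm9 (horizontal axis, kb) at Tbx1 (black bar), within 10 kb of the gene, with the region covered in all 3 Tbx1-Cre Ctrl libraries shaded yellow. The cKO libraries held 0 peaks in this window.

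The first comparison asked how much chromatin was called open in each group. There were 46600.3 ± 3116.6 peaks per library in Tbx1-Cre Ctrl (SD, n = 3) and 24355 ± 4747 in cKO (SD, n = 3). The cKO mean was thus 47.7% lower, a difference of -22245.3 peaks, and every cKO library held fewer peaks than every Ctrl library (exact two-sided permutation p = 0.1, the smallest possible). Keeping the widest 75% of the peaks of each list gave -16684.3 peaks. That change is set by construction, since every count falls to 75%, and says nothing about stability. With autosomes only the difference was -21790 peaks, and leaving out each library in turn gave -24693.3 to -19953.8 peaks. Covered length was 25.5 ± 1.64 Mb in Ctrl and 12.2 ± 2.38 Mb in cKO (SD, n = 3 each), and in Mesp1-Cre it was 17.1 ± 4.67 Mb (SD, n = 3). The Mesp1-Cre libraries held 32890 ± 8822 peaks (SD, n = 3), 29.4% fewer than Tbx1-Cre Ctrl, again with no overlap between the groups (exact two-sided permutation p = 0.1, the smallest possible). Peaks were also narrower in cKO. The median peak width per library was 494 ± 26.5 bp in Ctrl and 448 ± 5.86 bp in cKO (SD, n = 3 each), a difference of -45.7 bp (exact two-sided permutation p = 0.1). Over the 14918 merged regions called in all 6 Tbx1-Cre libraries, the median peak width was 811 ± 22.8 bp in Ctrl and 614 ± 53.1 bp in cKO (SD, n = 3 each), with every cKO library below every Ctrl library (exact two-sided permutation p = 0.1). This last difference was -197.3 bp, and it moved most, to -134.7 bp, when peaks had to overlap by 50% of both intervals.

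**Figure D2:**
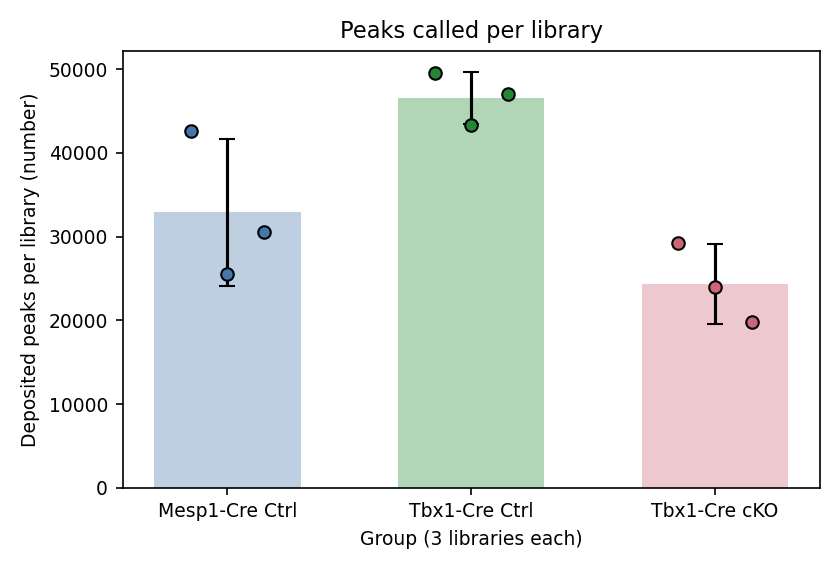
Number of deposited peaks (vertical axis) in each library (points) of the 3 groups, with bars at the group mean and whiskers of 1 SD (n = 3). The cKO libraries lay between 19772 and 29251 peaks, below the lowest Tbx1-Cre Ctrl library at 43298.

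The peak lists were then compared with each other. The mean Jaccard index was 0.536 within groups and 0.443 between groups, and of the 280 divisions of the 9 libraries into 3 groups of 3 only the division by label gave a difference this large (exact one-sided permutation p = 0.0036). Among the 6 Tbx1-Cre libraries the index was 0.538 within and 0.402 between groups, the largest difference of the 10 divisions (exact one-sided permutation p = 0.1, the smallest possible). The cKO lists shared more with the Mesp1-Cre lists, with a mean index of 0.4795 over 9 pairs, than with the Tbx1-Cre Ctrl lists, with a mean of 0.402 over 9 pairs. The ranges of single pairs overlapped, from 0.383 to 0.521 for cKO with Mesp1-Cre and from 0.326 to 0.470 for cKO with Ctrl. The Jaccard index cannot exceed the shorter covered length divided by the longer, so the shorter cKO lists alone lower it against Ctrl. With an equal number of widest peaks per library, the within-minus-between difference was 0.0682 for all groups (exact one-sided permutation p = 0.0036). For the Tbx1-Cre groups it was 0.0791 (exact one-sided permutation p = 0.1). Covered length still differed there, as the peaks kept were narrower in cKO. The grouping by label depended on the measure. When similarity was the share of the smaller list's peaks that overlap the other list, the difference between within-group and between-group means became -0.00888 for all groups (exact one-sided permutation p = 0.71) and -0.108 for the Tbx1-Cre groups (exact one-sided permutation p = 1). This share rises with the length of the partner list. With an equal number of widest peaks per library, an alternative added after seeing the data, it gave 0.0483 for all groups (exact one-sided permutation p = 0.0036) and 0.0370 for the Tbx1-Cre groups (exact one-sided permutation p = 0.1).

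**Figure D3:**
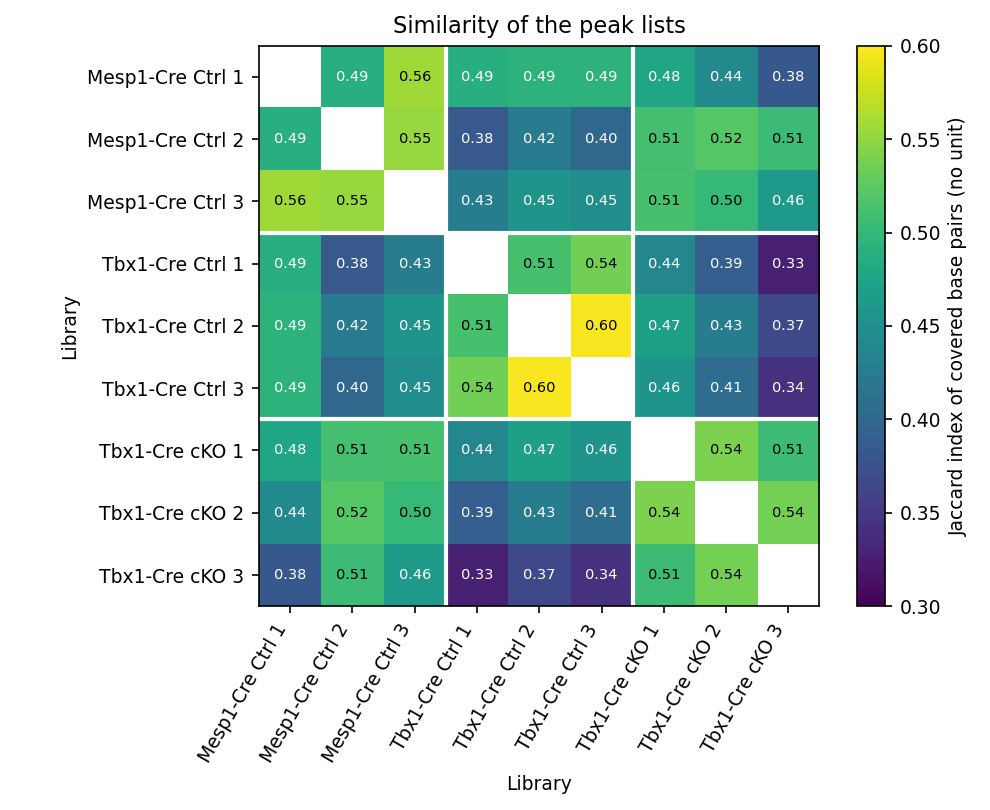
Jaccard index of covered base pairs (colour and number, no unit) for each pair of the 9 libraries, with white lines between groups. Pairs within a group averaged 0.536 and pairs between groups 0.443.

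Regions that differ between Tbx1-Cre Ctrl and cKO were sought next. The consensus of 3 libraries held 31551 regions in Tbx1-Cre Ctrl, 16252 in cKO and 21161 in Mesp1-Cre. Of the Ctrl consensus, 14904 regions (47.2%) were common with the cKO consensus, 5962 (18.9%) overlapped no peak of any cKO library and were called Ctrl-only, and 10685 (33.9%) overlapped a peak of some cKO library without reaching its consensus. In the opposite direction 14 regions were cKO-only, 0.0861% of the cKO consensus. The division by genotype gave the largest difference between the directions, 5948 regions, while the next largest among the 10 divisions was 1009 regions. These counts followed the definition of overlap and the length of the lists. With an overlap of at least 50% of both intervals there were 3822 Ctrl-only and 1944 cKO-only regions, of which 1440 and 1940 overlapped a peak of the other group by at least 1 bp. With the 19772 widest peaks of every library, there were 574 Ctrl-only and 324 cKO-only regions, of which 249 and 322 overlapped a peak of the other group in the full lists, one left out by the width cut of its own library. Leaving out a library raised both counts, since fewer lists then had to hold, or to lack, a peak. There were 9969 Ctrl-only regions without Ctrl replicate 1, 9446 without Ctrl replicate 2 and 9422 without cKO replicate 1, and the count of cKO-only regions ran from 31 without Ctrl replicate 2 to 91 without cKO replicate 3. Many of these regions were short pieces of wider peaks. Of the Ctrl-only regions, 2267 were shorter than the narrowest deposited peak of 199 bp, and 1000 (16.8%) lay in a merged region that also held a cKO peak. Of the cKO-only regions, 11 of 14 were shorter than 199 bp and 6 of 14 lay in a merged region with a Ctrl peak.

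Because the cKO lists were shorter, the counts were set against matrices with the same region and library totals. Of 65409 merged regions, 4946 had a peak in all 3 Ctrl and no cKO library. The matrices held 4530.1 such regions on average, and between 4412 and 4628. The observed count was 1.09 times the mean (permutation p = 0.001, two-sided, the smallest that 1000 matrices can give), an excess of 415.9 regions or 8.41% of those observed. In the other 9 divisions of the 6 libraries the ratios lay between 0.469 and 3.16, and the 9 of these 18 ratios that were above 1.09 had expected counts of at most 94.9 regions. The largest excess in those divisions was 63.6 regions. The excess by genotype depended on single libraries: the ratio was 0.987 without Ctrl replicate 3 (permutation p = 0.027, two-sided), 1.01 without Ctrl replicate 2 (permutation p = 0.009, two-sided) and 1.14 without Ctrl replicate 1 (permutation p = 0.001, two-sided). In the opposite direction 10 regions had a peak in all 3 cKO and no Ctrl library, against a mean of 1.075 and a maximum of 6 in the matrices (permutation p = 0.001, two-sided), a ratio of 9.30 that fell when a library was left out, to between 2.67 without cKO replicate 3 and 4.33 without Ctrl replicate 1. With an equal number of widest peaks per library, the ratios were 2.75 for 526 regions of all 3 Ctrl libraries and 2.72 for 313 regions of all 3 cKO libraries (permutation p = 0.001 for each, two-sided).

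**Figure D4:**
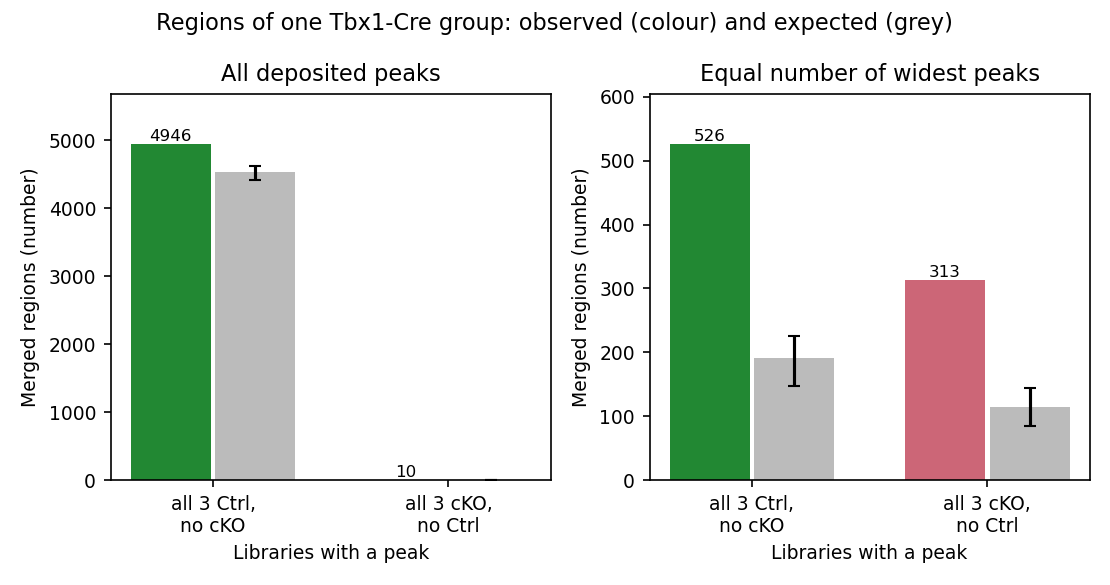
Merged regions (vertical axis, number) with a peak in all 3 libraries of one Tbx1-Cre group and in none of the other, observed (coloured bars) and expected from 1000 matrices with the same totals (grey bars at the mean, whiskers from the lowest to the highest matrix), with all peaks (left) and with the 19772 widest peaks per library (right). The observed 4946 regions exceed the highest matrix at 4628, and at equal numbers 526 and 313 regions exceed the highest matrices at 225 and 145.

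The study used Mesp1-Cre peaks to keep regions of mesoderm, so the share of regions with a Mesp1-Cre peak was compared between common and Ctrl-only regions. Common regions overlapped a peak in 95.5% ± 2.56 of cases (SD over 3 Mesp1-Cre libraries) and Ctrl-only regions in 30.8% ± 14.1, with 46.8%, 20.04% and 25.6% in the single libraries. The difference was 64.7 ± 11.6 percentage points and had the same direction in 3 of 3 libraries (exact two-sided sign-flip permutation p = 0.25, the smallest possible). It moved most, to 55.6 percentage points, when common regions were matched to Ctrl-only regions on mean peak width in the Ctrl libraries. Of the common regions 13540 (90.8%) and of the Ctrl-only regions 664 (11.1%) lay in the Mesp1-Cre consensus. By chromosome this difference averaged 79.8 percentage points and was positive on 20 of 20 chromosomes (permutation p = 1e-05, two-sided, the smallest that the draws can give). Counting a peak in any Mesp1-Cre library reduced it to 44.97 percentage points, with shares of 98.8% and 53.4%. The p-value by chromosome describes spread over the genome in these libraries, since chromosomes are not biological replicates. The 14 cKO-only regions overlapped a Mesp1-Cre peak in 38.1% ± 4.12 of cases (SD over 3 libraries).

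**Figure D5:**
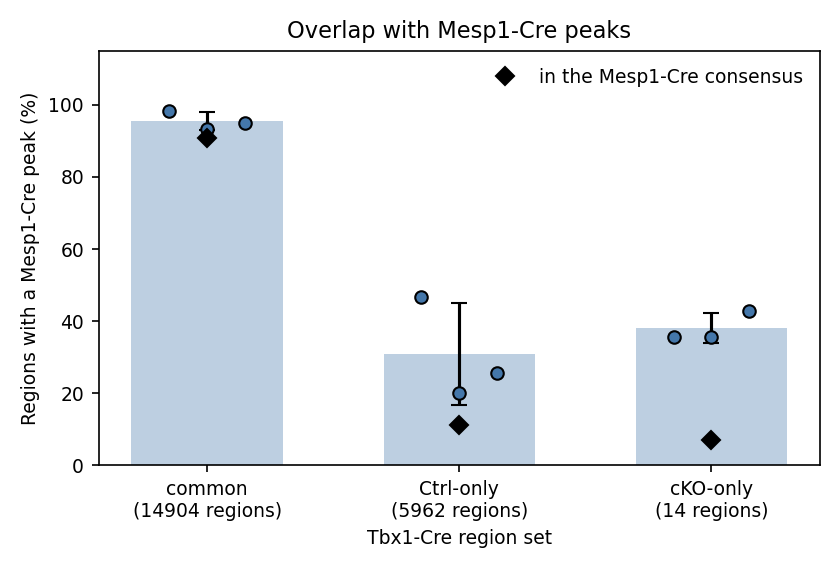
Share of common, Ctrl-only and cKO-only regions (horizontal axis) that overlap a peak of each Mesp1-Cre library (points, %), with bars at the mean and whiskers of 1 SD (n = 3), and the share inside the Mesp1-Cre consensus (diamonds). Means were 95.5%, 30.8% and 38.1%.

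The position of the regions relative to genes was examined in the same way. Within 1 kb of a TSS lay 10874 common regions (73.0%), 1000 Ctrl-only regions (16.8%) and 5 of the 14 cKO-only regions (35.7%). The difference between common and Ctrl-only regions averaged 55.3 percentage points by chromosome and was positive on 20 of 20 chromosomes (permutation p = 1e-05, two-sided, the smallest that the draws can give). Matching on mean peak width in the Ctrl libraries reduced it to 33.5 percentage points. Here too the p-value by chromosome describes spread over the genome and not over embryos. Median mean peak width in the Ctrl libraries was 822 bp for common and 441.7 bp for Ctrl-only regions.

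Among the 664 Ctrl-only regions inside the Mesp1-Cre consensus, the 5 with the widest peaks were the following. The first, on chromosome 9 from 95307057 to 95307164, lay in a UTR exon of Chst2, 578 bp from its TSS, where Ctrl peaks were 1480 ± 682 bp wide (SD, n = 3). The second, on chromosome 9 from 3531938 to 3532030, was intergenic, 370 bp from the TSS of Gucy1a2, with Ctrl peaks of 1255 ± 842 bp. The third, on chromosome X from 48287206 to 48288073, lay in an intron of Frmd7, 8247 bp from its TSS, with Ctrl peaks of 1198 ± 290 bp. The fourth, on chromosome 1 from 180570179 to 180570755, lay in an intron of Kif26b with Ctrl peaks of 1101 ± 446 bp, and the fifth, on chromosome 9 from 29219903 to 29220379, lay in an intron of Ntm, 352 bp from its TSS, with Ctrl peaks of 1087 ± 481 bp. Only the Frmd7 region stood clear of cKO peaks, the nearest being 28030 bp away. At the other regions a cKO peak lay 222, 57, 179 and 433 bp away, in the same merged region. With an equal number of widest peaks 3 of the 5 regions were still Ctrl-only, and without Ctrl replicate 1 only 1 of 5 was still so.

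The cKO-only regions were short. The widest peaks were at chromosome 16 from 37869047 to 37869052, a piece of 6 bp in an exon of Lrrc58, where cKO peaks were 663 ± 450 bp wide (SD, n = 3), followed by chromosome 18 from 81183225 to 81183317 in a UTR exon of Sall3, with cKO peaks of 581 ± 305 bp. The third, on chromosome 5 from 37052038 to 37052430 in an intron of D5Ertd579e, had cKO peaks of 498 ± 94.0 bp and was the only one of the 5 without a Ctrl peak in the same merged region, the nearest lying 34100 bp away. The fourth, on chromosome 19 from 6418787 to 6418949 in a UTR exon of Nrxn2, had cKO peaks of 438 ± 202 bp, and the fifth, on chromosome 14 from 42239010 to 42239191, was intergenic, 13206 bp from the TSS of Gm7953, with cKO peaks of 367 ± 199 bp. Ctrl peaks lay 10, 23, 78 and 6 bp from the regions at Lrrc58, Sall3, Nrxn2 and Gm7953. Still cKO-only were 2 of the 5 regions with an equal number of widest peaks, 2 of 5 with the widest 75% of the peaks and 3 of 5 without cKO replicate 1 or without cKO replicate 2.

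Peaks were counted at 10 genes named by the study. The mean was lower in cKO than in Tbx1-Cre Ctrl at 10 of 10 genes, as it was for the lists as a whole. At 5 genes every cKO library held fewer peaks than every Ctrl library, where chance gives 5% of genes in one direction if libraries are exchangeable. That condition was not met, since the cKO lists were shorter throughout and the study had named genes partly from the same libraries, so the count is no evidence beyond the difference in list length. Besides Tbx1 these were Aplnr, with 2, 2 and 2 peaks in Ctrl and 1, 0 and 0 in cKO, Nrg1, with 4, 5 and 5 against 2, 2 and 3, Sox9, with 3, 4 and 2 against 1, 0 and 1, and Tcf21, with 2, 3 and 4 against 1, 1 and 0 (exact two-sided permutation p = 0.1 for each, the smallest possible). At Pax8, Isl1, Fn1, Foxc2 and Six2 the groups overlapped. With an equal number of widest peaks per library the mean was lower in cKO at 3 of the 10 genes, equal at 5 and higher at 2, Nrg1 with a difference of 0.333 and Six2 with a difference of 0.667 peaks. A Ctrl-only region lay at 6 genes. At Nrg1 it was an intronic piece on chromosome 8 from 32996233 to 32996256, 32430 bp from the nearest Nrg1 TSS and 33711 bp from the nearest cKO peak, with a peak in 3 of 3 Mesp1-Cre libraries. At Sox9 it lay on chromosome 11 from 112649544 to 112649730, at Tcf21 on chromosome 10 from 22537563 to 22537771, at Isl1 on chromosome 13 from 117087530 to 117087842 and at Foxc2 on chromosome 8 from 123640428 to 123640571. The regions at Isl1 and Foxc2 had a cKO peak 36 and 111 bp away. A peak was present in 3 Mesp1-Cre libraries at the Isl1 region and in 1 at the Foxc2 region. At the regions of Sox9, Tcf21 and Tbx1 it was present in 0.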

Values the study reported

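The study listed 25,485, 30,535 and 21,161 peaks for its Mesp1-Cre samples, 49,490, 43,298 and 47,013 peaks for its Tbx1-Cre control samples, and 29,251, 24,042 and 19,772 peaks for its Tbx1 cKO samples. From read counts, it reported 5872 differentially accessible regions between Tbx1-Cre control and cKO samples, of which 5859 lost and 13 gained accessibility in cKO embryos. It reported 13,546 commonly accessible regions. Of the differentially accessible regions, 2185 were open in the Mesp1-Cre lineage, as were 12,392 of the commonly accessible regions.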

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

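The test of interval starts was chosen only after the result was seen.

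Mitochondrial intervals were found in the Mesp1-Cre lists. Each of the 3 lists held 2 such intervals, from 161 to 3576 and from 12603 to 16153 of the mitochondrial genome in replicate 1 and at nearly the same places in the other replicates, while the 6 Tbx1-Cre lists held 0. These intervals lie outside the nuclear chromosomes that the comparisons are about, and the study's methods state that mitochondrial reads were removed. A candidate explanation is that the Mesp1-Cre lists came from another processing run, with another file convention and no removal of mitochondrial intervals. In that case interval starts would be shifted as well. Among peaks with the same end in a Mesp1-Cre and a Tbx1-Cre Ctrl list, the most frequent start offset within 3 bp was 1 bp, with 45 of 3130 pairs against 10 pairs at 0 bp. Between cKO and Tbx1-Cre Ctrl lists the most frequent offset was 0 bp, with 25 of 2257 pairs. The narrowest interval was 199 bp in the Mesp1-Cre lists and 200 bp in the Tbx1-Cre lists, which goes the same way. Moving the Mesp1-Cre starts down by 1 bp changed the share difference between common and Ctrl-only regions from 64.69 to 64.67 percentage points, so the convention itself matters little here. Another processing run, if there was one, would be confounded with the Cre driver. Any other difference between such runs, such as in depth or in the peak caller's settings, could not be told apart from a difference between the lineages. A biological difference in mitochondrial content between the lineages was not tested.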

How the results depend on the processing

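Chosen only after seeing the data were the promoter alternatives, the shift of Mesp1-Cre starts, the exchange within GC and promoter classes, the smaller-list share at equal numbers, the alternatives for the cKO-only fixed-total ratio, and the settings for genes and named regions.

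Apart from single genes and named regions, of 94 alternative values that did not leave out a library, 82 kept their direction and side of the threshold or stayed within 1.5 times the count, 10 moved and 2 reversed. Of 102 values with a library left out, 92 stayed so, 9 moved and 1 reversed. In designs of 3 against 3 the exact tests cannot pass 0.05, so their unchanged calls say nothing about stability.

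With an equal number of widest peaks per library, Ctrl-only regions fell to 574, cKO-only regions rose to 324 and the Tbx1-Cre Ctrl consensus fell to 13642, the smaller lists being part of the alternative's construction. An overlap of 50% of both intervals gave 3822 Ctrl-only, 1944 cKO-only and 8653 common regions and a Tbx1-Cre Ctrl consensus of 20677. Intervals that differ in width no longer count as shared there: 1940 of the 1944 and 1440 of the 3822 regions overlapped a peak of the other group by at least 1 bp. Counting regions outside the consensus of the other group gave 16647 and 533, a looser definition by construction. With the widest 75% of the peaks of each list 6 cKO-only regions were left; the cause was not tested. In all of these Ctrl-only regions outnumbered cKO-only regions.

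The share of the smaller list's peaks reversed the similarity differences, to -0.00888 for all groups and -0.108 for the Tbx1-Cre groups. With equal numbers both were positive again, at 0.0483 and 0.0370, so the reversal followed list length.

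Across the 6 fits that each left out a Tbx1-Cre library, Ctrl-only regions ranged from 6585 to 9969 and cKO-only regions from 31 to 91, since fewer lists were intersected. The ratio of Ctrl-only regions to fixed-total matrices ranged from 0.987 to 1.14 and fell below 1 without Tbx1-Cre Ctrl replicate 3; the cause was not tested. The cKO-only ratio ranged from 2.67 to 4.33, against 9.30 with all libraries, and stayed above 1 in each fit.

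The 3 labels with the same replicate number do not pair the samples. Correlations of the Ctrl and cKO calls about their group means lay between -0.00574 and 0.00383. With a replicate block the differences were unchanged at -22245.3 peaks, -45.7 bp and -197.3 bp, each with an exact two-sided p of 0.25, the smallest possible.

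The difference in Mesp1-Cre openness kept its direction in every alternative, from 55.6 to 66.3 percentage points, and from 57.2 to 71.5 with a library left out. By chromosome it ran from 44.97 to 80.7, and from 71.4 to 83.0 with a library left out. The promoter difference ran from 33.5 to 62.9 percentage points in these alternatives, and from 48.0 to 59.0 with a library left out, but a match on both width and Mesp1-Cre calls left only 6.29.

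At single genes, an equal number of widest peaks reversed the difference at Nrg1, to 0.333 peaks, and at Six2, to 0.667 peaks. Of 108 values for genes and named regions, 92 kept their direction, 14 moved and 2 reversed. Read depth, which is unknown, limits every count of absent peaks.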

Other observations

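Chosen only after the main results were seen were the tests of the mitochondrial copy on chromosome 1, of the cKO lists against the Mesp1-Cre lists at equal numbers, of the Mesp1-Cre and cKO calls in matrices with fixed totals, of promoters matched on Mesp1-Cre calls, and of GC and promoter classes, with all libraries and with each left out.

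The excess of Ctrl-only over cKO-only regions was 426-fold with all peaks and a 1 bp overlap. With the full lists and an overlap of at least 50% of both intervals it was 1.97-fold, where 1940 of the 1944 cKO-only regions overlapped a Ctrl peak of another extent. Counting regions outside the consensus of the other group, it was 31.2-fold. With a library left out there were 6585 to 9969 Ctrl-only and 31 to 91 cKO-only regions. The size of the excess thus depended on the definition and on the libraries included. Of the 10 divisions of the 6 Tbx1-Cre libraries into 3 and 3, the division by genotype gave the largest difference between the directions. It was 5948 regions, with 1009 as the next largest. As 10 divisions cannot give a p below 0.1, this rank alone does not exclude chance. Peaks per library, 46600.3 ± 3116.6 in Ctrl and 24355 ± 4747 in cKO (SD, n = 3 each), differed beyond their spread. The division by genotype also sets the 3 longest lists against the 3 shortest, so the gap between divisions is not separate evidence. The peak numbers, which did not overlap, argue against chance as the source of the excess in these libraries. Their test cannot go further (exact two-sided permutation p = 0.1, the smallest possible). Shorter cKO lists, from lower depth or lower signal, are a candidate explanation. Matrices that keep all totals already hold 4530.1 of the 4946 Ctrl-only merged regions, a ratio of 1.09. The ratio was 0.987 without Ctrl replicate 3. The excess by genotype, 415.9 regions, was larger than the largest in the other divisions, 63.6 regions. The expected count was also larger by genotype, 4530.1 regions against 50.4 for that division. As ratios, 9 of 18 in the other divisions were above 1.09, all with expected counts of at most 94.9 regions. The size of the excess thus does not show that the genotype division stands out. With equal numbers of widest peaks the excess of Ctrl-only over cKO-only regions shrank to 1.77-fold. It ranged from 1.22 to 2.69 with a library left out, and another division of the 6 libraries reached 1.84. The division by genotype still gave the largest difference between the directions, 250 regions with 100 as the next largest, and the largest sum, 898 with 402 as the next. Neither test separates a loss of open chromatin from shorter lists. The equal-number setting has a limit of its own, since it keeps peaks down to 545 to 579 bp in Ctrl but down to 200 to 297 bp in cKO. With calls exchanged only within GC decile and promoter class the matrices held 4472.9 such regions, a ratio of 1.11. Ctrl-only regions outnumbered cKO-only regions in 20 of 20 classes, with at least 13 against at most 2, and with a library left out the ratio lay between 1.01 and 1.11 and was no lower within classes than without them in 5 of 6 fits. The count of classes cannot decide, since the shorter cKO lists alone favour Ctrl-only regions in every class. Holding the classes did not lower the ratio with all libraries, but the prediction asked for 6 of 6 fits. Whether GC content or promoter bias contributed is therefore left open. A loss of accessibility without Tbx1, a change in the mixture of sorted cells, and a difference in library quality that follows genotype all stay open.

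At equal list length a difference between the genotypes was visible in both directions. Regions called in all 3 Ctrl and no cKO library were 2.75 times, and those called in all 3 cKO and no Ctrl library 2.72 times, the number in fixed-total matrices, at 526 and 313 regions. The near-complete one-sidedness of the full lists may thus rest in part on list length, with a difference in both directions in which peaks rank among the widest. Of the 324 cKO-only regions 322 overlapped a Ctrl peak in the full lists, one that ranked below the cut of its own library and was not compared in width with the cKO peak. They may thus reflect the lower cut in cKO. Of the 574 Ctrl-only regions 249 overlapped a cKO peak in the full lists, and 325 overlapped none. Of the 5962 Ctrl-only regions of the full lists, 325 still had a peak of every Ctrl library at equal numbers, and 325 were still Ctrl-only. A width cut cannot add a cKO peak. The drop from 5962 therefore counts Ctrl peaks below the cut and does not bear on the difference between the genotypes.

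The lower share of Ctrl-only regions open in Mesp1-Cre was not explained by either of 2 tests. If weaker peaks were the whole cause, matching on peak width should remove most of the difference, yet 55.6 percentage points, or 85.9% of it, were left. Width is an incomplete measure of strength, and Ctrl-only regions were selected for absence from 3 other lists. The second test took the number of lists with a peak as the measure of strength. Among 29149 merged regions called in all 3 Ctrl libraries, 625 were called in all 3 Mesp1-Cre and no cKO library, 2.87 times the 217.9 expected with fixed totals (permutation p = 0.001, two-sided, the smallest possible). In the opposite direction 167 were called in all 3 cKO and no Mesp1-Cre library, 6.87 times the 24.3 expected (permutation p = 0.001, two-sided). Both directions exceeded the matrices, as calls that go together within a group would give, so this test does not say whether strength accounts for the difference. The share of these 29149 regions called in all 3 Mesp1-Cre libraries was 12.7%, 24.95%, 49.5% and 91.4% where 0, 1, 2 and 3 cKO libraries held a peak. A low share in Mesp1-Cre is therefore consistent with weak peaks as well as with regions of endoderm or ectoderm, and the 2 cannot be told apart.

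The lower promoter share of Ctrl-only regions behaved alike. Matching on peak width left 33.5 percentage points, 60.5% of the difference. Matching also on the number of Mesp1-Cre libraries with a peak left 6.29 ± 7.15 percentage points (SD over 20 chromosomes), 11.4% of it, and positive on 18 of 20 chromosomes. The second match may remove strength, or openness shared by many tissues, which promoters have, so weak peaks as the cause of the distal location cannot be told apart from a distal effect of Tbx1 loss.

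The T-box core GGTGTGA was sought as a trace of direct TBX1 targets. In windows of 200 bp, 15 of 535 distal Ctrl-only regions inside the Mesp1-Cre consensus held it, against 11.5 expected from distal common regions matched on GC content and peak width. Its ratio of 1.29, with 0.5 added to both counts, ranked 1433 of 6045 compared sequences of 7 bp, the top 23.7%, so these regions gave no sign that the core stands out. With so few regions holding it, a modest enrichment was not detectable. The study reported T-box motifs among those enriched in its own, larger set of differentially accessible regions open in Mesp1-Cre. The single exact sequence sought here does not test that result.

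Mesp1-Cre Ctrl replicate 1 held 42650 peaks against 25485 and 30535 in the others. A swap with a Tbx1-Cre library has a test against it: at equal numbers of widest peaks its mean Jaccard index was 0.585 with the other Mesp1-Cre lists and 0.526 with the Tbx1-Cre Ctrl lists, a difference of -0.0590. Its extra peaks may be calls near the detection limit of a deeper library. The 13244 peaks found in no other Mesp1-Cre list had a median width of 254 bp, 0.423 times that of its shared peaks, and 65.6% of them overlapped a Tbx1-Cre peak. In the other Mesp1-Cre lists the ratio was similar, at 0.462 and 0.433.

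The number of peaks in Mesp1-Cre replicate 1 was 42650. That is higher than any Mesp1-Cre value quoted from the study above, where the first 2 values are those of replicates 2 and 3 here and the third equals the size of the Mesp1-Cre consensus computed here, 21161 regions. Ctrl-only regions inside the Mesp1-Cre consensus numbered 664. That is lower than the count of differentially accessible regions open in the Mesp1-Cre lineage quoted from the study above, which was obtained from read counts and not from absent peaks.

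The cKO lists resembled the Mesp1-Cre lists more than the Tbx1-Cre Ctrl lists. Similar length of the lists as the whole cause has a test against it: at equal numbers of widest peaks the mean Jaccard index was 0.4802 with Ctrl and 0.520 with Mesp1-Cre, a difference of -0.0394, in the same direction for 3 of 3 cKO libraries. The difference in peak width at equal numbers was not removed by this test, and the median width of the peaks kept was 748 to 793 bp in Ctrl, 565 to 719 bp in Mesp1-Cre and 455 to 593 bp in cKO. A larger share of mesoderm among the sorted cKO cells is a hypothesis that these lists could not decide.

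The widest peak of chromosome 1 lay at the same place in all 9 lists, with starts from 24618508 to 24618563 and ends from 24622888 to 24623098. It may be a nuclear copy of mitochondrial sequence that collects mitochondrial reads. Of its 31-base words, a median of 98.8% occurred in the mitochondrial genome of the reference, while the 20 other widest peaks held 0% in 7 of 9 lists and at most 53.0% in one peak. This peak is technical in origin in that reading, and it does not bear on the genotypes, which share it.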
